A study of Mus musculus with 4 samples.

How the data were processed

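The series holds 4 single-cell RNA libraries from the main olfactory epithelium of wild-type C57BL/6J mice aged 3 months, made from 2 females and 2 males. Each library is treated as 1 replicate of its sex, and the replicate numbers are those in the labels. The epithelium was dissociated with papain and the cells were captured with droplet chemistry that reads the start (5′ end) of transcripts, per the labels' protocols. The deposited matrices hold raw UMI counts per gene and barcode with no normalization, and the counting software was Cell Ranger 6.0.2, per the file headers. A UMI (unique molecular identifier) marks 1 captured RNA molecule, so a count is a number of molecules and not of reads. The genome build, the annotation and the rule by which barcodes had been called as cells are not stated in the labels or headers. The features table lists 22399 genes, 1103 of them odorant receptors by symbol, and receptor pseudogenes were not counted among the receptors. Of the gene IDs, 22285 (99.5%) occur in GENCODE M21 on GRCm38, and 114 do not. All positions given are those of this reference annotation and may differ from the build used for counting. 23 symbols were used by more than 1 gene ID.

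The depth was 111577458 UMIs in female 1, 104782202 in female 2, 100725429 in male 1 and 101346759 in male 2, over 10777, 10256, 10273 and 10605 barcodes. Barcodes with fewer than 500 detected genes or more than 10% mitochondrial UMIs were left out, 557, 493, 610 and 536 in the same order. Doublets were scored in each library against simulated doublets, with 2 simulated per barcode and 50 neighbours. The barcodes with the highest scores were removed at 0.8% per 1000 barcodes, which took 881, 801, 794 and 854 barcodes (8.20% to 8.62%). This left 9339, 8962, 8869 and 9215 cells with median depths of 9068, 8790.5, 8542 and 8249 UMIs. Library pairs were compared by a chi-square test of their counts over genes, and the statistic per gene lay between 22.6 and 40.9 in all 6 pairs, so no library was a copy of another. Intervals and floors cover counting error only.

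Cells of all libraries were clustered together from log-normalised counts (total 10000 per cell) of 2000 variable genes. The steps were 30 principal components (scikit-learn 1.9.0), 15 neighbours and Leiden clustering (leidenalg 0.10.2) at resolution 1, which gave 37 clusters. Odorant receptors, mitochondrial genes, neurexins, the panel genes described below and the Y chromosome genes used for the sex check were kept out of the variable genes. Clusters were named from marker lists fixed in advance, while the scoring thresholds were set after the clusters were seen. A cluster stayed unnamed when fewer than 3 markers were detected, when its leading genes marked another type or a mixture, or when its median depth was far below that of its libraries (the limit was a ratio of 1 to 3) and its leading genes held no marker. Unnamed clusters held 13.3% of the cells of female 1, 15.1% of female 2, 13.8% of male 1 and 13.0% of male 2. Mature and immature olfactory sensory neurons (OSNs) and sustentacular cells entered the tests, and each held at least 50 cells in every library. Some other classes also held as many, such as horizontal basal cells with 258 to 436 per library, but were not tested. A mature OSN was assigned to an odorant receptor when its top receptor had at least 3 UMIs and 80% of the receptor UMIs of the cell. Shares of cells with a UMI were also computed after each cell was thinned to 2000 UMIs.

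Cells were not used as replicates. Counts were summed per library and cell class, or per library and receptor, and tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) with TMM scaling, the filterByExpr filter and Benjamini-Hochberg adjustment at 0.05. Fold changes are log2 values of male over female, or of mature over immature, computed here from the deposited counts. The sex comparisons used 2 sums against 2. With so few values the smallest two-sided p of an exact permutation test is 0.333. The comparison of mature with immature OSNs and the interaction of sex with maturation used 8 sums with the library as a block. Numbers of neurons per receptor were tested with the same edgeR test for receptors with at least 20 assigned cells, scaled by the number of assigned cells of each library and without TMM scaling. Receptor identity was tested with an F test over all receptors that had at least 10 assigned cells in each library, for genes other than odorant receptors with a mean of at least 1 count per sum and with the library as a block. Correlations across receptors used log2 CPM with a prior count of 2 and 100000 two-sided permutations of receptors, between the summed females and the summed males. Taking the values from different animals keeps shared counting error out of these correlations. CPM were computed here from the deposited counts. They are counts per 1e6 UMIs of a sum without further scaling, except where TMM scaling is stated, which adjusts the total by the TMM factor of the sum.

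The groups, the tests, the marker lists, the gene panel and the first list of alternatives were fixed before the data were examined. The texts name neurexins, 4 genes of the Y chromosome, the 10 genes of largest change past the threshold in each sex comparison whose males lay outside the females, the panel genes, and the 10 other genes with the lowest p in the receptor identity test. The panel holds 52 genes linked to epithelial zones, to axon sorting or to synapse organization. Xist could not serve for checking sex, since it is absent from the features table. Results for 1 preset item, and those that need it, are not reported here. Further genes are named as markers, as members of a stated list, as leading genes of a cluster, or where said to be chosen after their values were seen. The leading genes and mt-Nd3 were also chosen after their values were seen.

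Each edgeR test was tried on simulated counts before use, and the correlation test on simulated values that were not counts. Of 200 genes changed in a simulation of the sex comparison, 62.5% were recovered among 13706 genes in mature OSNs, 72% among 11897 in immature OSNs and 91.5% among 12575 in sustentacular cells, with 5.30%, 1.37% and 4.19% of the calls false. DESeq2 1.42.0 recovered 69% in mature OSNs, 71.5% in immature OSNs and 85.5% in sustentacular cells, with 28.9%, 5.30% and 1.72% of its calls false. The maturation test recovered 76.5% and the interaction test 58.5% among 14189 genes. The receptor frequency test recovered 50% of 40 changed receptors among 229, and 82.4% of those changed 4-fold. The receptor identity test recovered 93% of 200 changed genes among 1000. That simulation used a preset size of receptor effect and a preset dispersion, not one estimated from the data, over genes of all depths. The 93% is therefore not the recovery for a gene as shallow as Nrxn2. The correlation test passed its threshold in 5% of 200 simulations with r 0 and in 100% of those with r 0.8. Its simulated values carried no counting error, so the 100% cannot be taken over to a gene with as few UMIs as Nrxn2.

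The alternatives were DESeq2, RLE scaling, no gene filter, the replicate number or no library as a block, stricter cell filters, no doublet removal, Leiden resolution 2, and mature OSNs defined by Omp and Gap43 UMIs. For receptors they were other minimums of UMIs, shares, cells and counts, other prior counts, rank correlation, and each library left out in turn. Leaving out the low-UMI clusters, alone or together with no doublet removal was added after seeing the data. Isoforms of the neurexins were not analysed here, since counts were given per gene. The splits of the libraries that the closing section gives were refits of the same tests.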

Results

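Single-cell RNA libraries were made from the main olfactory epithelium, the sheet of nasal tissue that holds the olfactory sensory neurons (OSNs), their precursors and their supporting cells. There were 4 libraries from wild-type mice aged 3 months, 2 from females and 2 from males. Total depth lay between 100725429 and 111577458 UMIs per library. After filtering, 9339, 8962, 8869 and 9215 cells remained in female 1, female 2, male 1 and male 2, with median depths between 8249 and 9068 UMIs. The title of the series concerns neurexins, which are presynaptic adhesion proteins, and their combinations in the targeting of olfactory axons. Each mature OSN transcribes mainly 1 odorant receptor gene, and axons of OSNs with the same receptor converge in the olfactory bulb. The comparisons asked whether neurexin transcripts differed between the sexes, between immature and mature OSNs, and between mature OSNs of different receptors.

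The sex labels were checked first with genes of the Y chromosome over all barcodes. Ddx3y (ENSMUSG00000069045, chromosome Y, 1260771 to 1286629 on GRCm38) had 0 UMIs in both female libraries, 2728 in male 1 and 2715 in male 2, so it was at least 1943-fold higher in males. Uty (ENSMUSG00000068457) and Kdm5d (ENSMUSG00000056673) also had 0 female UMIs and were at least 1484-fold and 1129-fold higher in males. Eif2s3y (ENSMUSG00000069049) had 0 and 1 UMIs in the females and 7014 and 7673 in the males. The values went with the label of each library.

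Of the 37 clusters, mature OSNs made up 18544 cells, sustentacular cells, which are the supporting cells of the epithelium, 5348, and immature OSNs 2361. The mature share was 49.8% ± 0.539 (SD, n = 2) of the cells in females and 52.2% ± 0.520 (SD, n = 2) in males. The immature share was 6.54% ± 0.350 (SD, n = 2) and 6.43% ± 0.287 (SD, n = 2), and the sustentacular share 14.6% ± 0.354 (SD, n = 2) and 14.8% ± 0.0461 (SD, n = 2). Exact two-sided permutation tests gave p 0.333, 0.667 and 1 for these 3 shares, and 0.333 is the smallest p that 2 libraries against 2 can give. A receptor was assigned to 4120, 3916, 4093 and 4182 mature OSNs of the 4 libraries, between 87.1% and 89.3% of them.

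Nrxn2 (ENSMUSG00000033768) lies on chromosome 19 between 6418731 and 6544169 on the plus strand, and Nrxn3 (ENSMUSG00000066392) on chromosome 12 between 88722876 and 90334935 on the plus strand, both in GRCm38 coordinates of GENCODE M21. Both are annotated as protein-coding. Counts were per gene, so alpha and beta isoforms were not separated. Nrxn2 had 17.1 ± 0.520 CPM (SD, n = 4) in mature OSNs, 94.2 ± 1.69 CPM (SD, n = 4) in immature OSNs, 29.0 ± 1.48 CPM (SD, n = 4) in precursors and 1.17 ± 0.139 CPM (SD, n = 4) in sustentacular cells. Nrxn3 was at 0.174 ± 0.0842 CPM (SD, n = 4) in mature OSNs, from 25 UMIs in all, and at 2.99 ± 0.906 CPM (SD, n = 4) in immature OSNs, from 63 UMIs. Its highest level among the classes drawn in the plot of neurexin levels was 12.8 ± 2.16 CPM (SD, n = 4) in globose basal cells, and sustentacular cells had 4.69 ± 1.27 CPM (SD, n = 4). A cluster of 1004 cells, whose best match was immature OSNs, stayed unnamed because its leading genes marked another type. It had 99.0 CPM of Nrxn2 and 7.56 CPM of Nrxn3. At resolution 1 this cluster entered neither the plot nor the comparison of mature with immature OSNs.

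**Figure D1:**
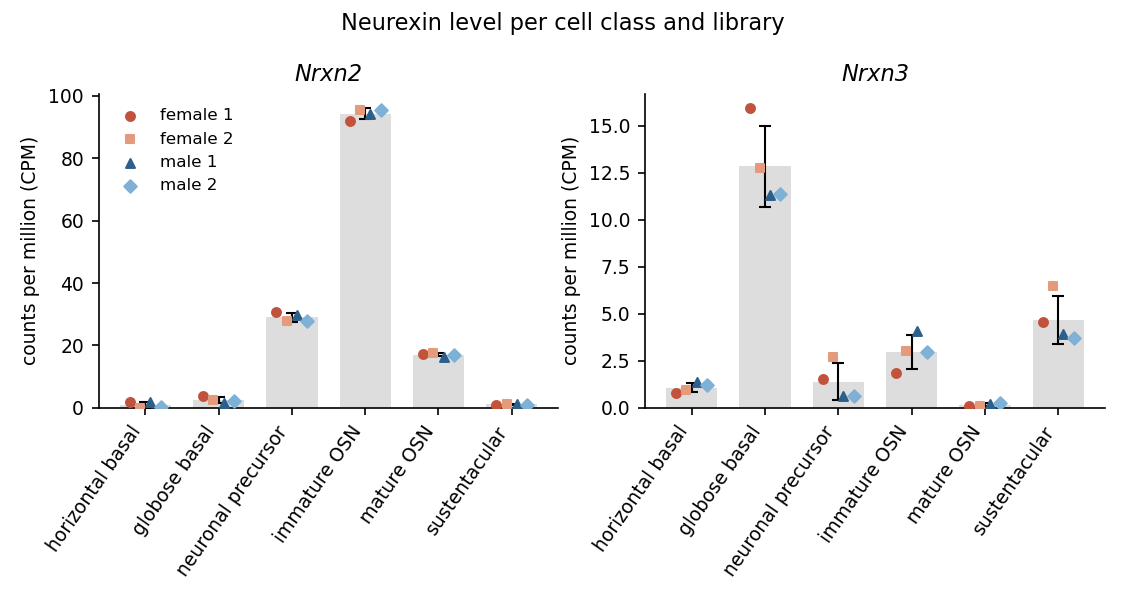
Level of Nrxn2 and Nrxn3 in CPM (vertical axis, linear, from 0) in 6 cell classes, with the mean of the 4 libraries as a bar, the SD as an error bar and each library as a point. Of these classes, Nrxn2 was highest in immature OSNs, at 94.2 CPM, while Nrxn3 was at 0.174 CPM in mature OSNs.

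Free RNA in the droplets can give UMIs to cells that do not transcribe a gene, so sustentacular cells served as the background for Nrxn2 in OSNs. Nrxn2 had at least 1 UMI in 11.7% of mature OSNs, 50.4% of immature OSNs and 1.40% of sustentacular cells, at median depths of 7879.5, 9736 and 13554.5 UMIs. With each cell thinned to 2000 UMIs these shares were 3.64%, 17.7% and 0.168%, leaving out 954, 187 and 3 shallower cells. Nrxn3 was seen in 0.124%, 2.12% and 5.82% of the same classes, and after thinning in 0.0284%, 0.690% and 1.03%. Free RNA gives all classes a like low share, so sustentacular cells were no background level for Nrxn3, whose share and CPM were lowest of these classes in mature OSNs. The higher share in immature OSNs, which remained after thinning, was not of that kind. The 25 UMIs in mature OSNs were not told apart from free RNA at this depth.

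Depth was not even across the clusters of mature OSNs. One cluster of 3990 mature OSNs had a median depth of 3151 ± 274 UMIs (SD, n = 4), against 8695 ± 396 UMIs (SD, n = 4) in the other mature OSNs. It held 21.4%, 21.1%, 22.7% and 20.9% of the mature OSNs of female 1, female 2, male 1 and male 2. Nrxn2 was at 35.3 ± 4.56 CPM (SD, n = 4) in this low-UMI cluster and at 15.1 ± 0.382 CPM (SD, n = 4) in the other mature OSNs, and was higher in the cluster in each library. Omp, a marker of mature OSNs, had 4610 ± 166 CPM (SD, n = 4) in the cluster and 9095 ± 320 CPM (SD, n = 4) outside it. A low-UMI cluster was also found among immature OSNs, with 626 cells and a median depth of 2932.5 UMIs. It held 22.4%, 25.5%, 32.2% and 26.5% of the immature OSNs of female 1, female 2, male 1 and male 2. Both clusters entered all comparisons of their cell class unless their exclusion is stated.

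The first comparison asked whether transcript levels in mature OSNs differed between the sexes. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 of 13728 genes passed the threshold, 3 higher and 1 lower in males, and 836 genes had an unadjusted p under 0.05. With TMM scaling, Eif2s3y had 79.8 and 89.1 CPM in the males (edgeR adjusted p 0.00591), and Ddx3y had 0 CPM in both females against 19.2 and 18.2 CPM in the males (edgeR adjusted p 0.0377). The other 2 were odorant receptors, whose counts are uncertain because similar receptors share sequence. Olfr1052 (ENSMUSG00000047149, chromosome 2, 86292455 to 86299233) had 1 UMI in each female and 128 and 126 UMIs in the males (edgeR adjusted p 0.0377). These came from 3 cells with at least 3 UMIs, and 1 cell held 49.6% of them. Olfr389 (ENSMUSG00000070383, chromosome 11, 73774849 to 73780713) was lower in males, with a log2 fold change of -2.19 (SE 0.0885, edgeR adjusted p 0.0377). It had 611 and 569 UMIs in the females and 123 and 121 in the males, from 12 cells with at least 3 UMIs. The alternative that moved the count most was DESeq2, with 229 genes, and 28.9% of its calls were false on simulated counts of this comparison in mature OSNs.

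Nrxn2 did not differ between the sexes beyond the spread between libraries. Without scaling, it had 17.2 and 17.6 CPM in the females and 16.4 and 17.1 CPM in the males. With TMM scaling its log2 fold change was -0.03 (SE 0.06, edgeR p 0.673, adjusted p 0.956 over all genes and 0.673 adjusted over the list alone). The alternative that moved it most, leaving out the low-UMI clusters, turned its sign to a log2 fold change of 0.04. Nrxn3 was removed by the filter on low counts, with 4 UMIs in each female and 7 and 10 in the males. Without the filter its log2 fold change was 1.15 (SE 0.44, edgeR p 0.0537, adjusted p 0.881).

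In immature OSNs, 23 of 11794 genes passed the threshold of edgeR's quasi-likelihood test after Benjamini-Hochberg adjustment, 15 higher and 8 lower in males, and 699 had an unadjusted p under 0.05. Of these, 18 were odorant receptors, whose counts are uncertain for the reason given above. The named genes of largest change were Eif2s3y, Uty, Ddx3y and Kdm5d, all with 0 UMIs in both females, and 6 receptors. Among the receptors, Olfr681 (ENSMUSG00000095248, chromosome 7, 105116836 to 105125523) had 134 and 107 UMIs in the females and 0 in both males (edgeR adjusted p 0.00300). Olfr943 (ENSMUSG00000094970) was likewise higher in females. Olfr1471 (ENSMUSG00000096320), Olfr395 (ENSMUSG00000062186), Olfr1219 (ENSMUSG00000075104) and Olfr126 (ENSMUSG00000109212) were higher in males. The 18 receptor calls rested on a median of 3.5 immature OSNs with at least 3 UMIs per receptor, from 2 to 32. The gene outside the Y chromosome and the receptors was Rtp4 (ENSMUSG00000033355), chosen after its values were seen, with a log2 fold change of -3.21 (SE 0.40, edgeR adjusted p 0.0394).

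In sustentacular cells, 12 of 12660 genes passed the threshold of the same edgeR test, 6 higher and 6 lower in males, and 921 had an unadjusted p under 0.05. The 4 Y chromosome genes had 0 UMIs in both females. Their X chromosome counterparts share sequence with them, so that their counts are uncertain. Kdm6a (ENSMUSG00000037369) was lower in males, with a log2 fold change of -0.72 (SE 0.05, edgeR adjusted p 0.00112), as was Eif2s3x (ENSMUSG00000035150), with -0.63 (SE 0.05, edgeR adjusted p 0.00211). Chil4 (ENSMUSG00000063779, chromosome 3, 106201490 to 106219507) had 258 and 175 TMM-scaled CPM in the females and 25.3 and 6.88 in the males, with a log2 fold change of -3.74 (SE 0.41, edgeR adjusted p 0.0129). Of its UMIs, 97.9% came from 42 cells. Cxcl1 (ENSMUSG00000029380) had 35.1 and 34.4 TMM-scaled CPM in the females and 12.7 and 14.8 in the males, with a log2 fold change of -1.34 (SE 0.09, edgeR adjusted p 0.000376). Without a cluster led by stress genes this change was -0.12 (edgeR adjusted p 0.972). Ddr1 (ENSMUSG00000003534) changed by -0.59 (SE 0.06, edgeR adjusted p 0.00759) and Hspa1b (ENSMUSG00000090877) by 0.58 (SE 0.07, edgeR adjusted p 0.0209). Splitting the libraries by replicate number in place of sex, with both sexes on each side, gave 10 genes (748 at p under 0.05), and the crosswise split gave 0 (222 at p under 0.05).

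The next comparison asked whether receptors were chosen by different numbers of mature OSNs in the 2 sexes. Assigned mature OSNs used 944 receptors, and the 134 most frequent of these held 50% of the assigned cells. Of 229 receptors with at least 20 cells, 0 differed between the sexes after Benjamini-Hochberg adjustment of edgeR's quasi-likelihood test, where 15 had an unadjusted p under 0.05 and the lowest adjusted p was 0.583. The median tested receptor had 34 cells over the 4 libraries. In simulated counts 50% of the changed receptors were recovered, so moderate changes were not reliably detectable at this depth.

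Mature OSNs were then compared with immature OSNs of the same libraries, to ask how neurexins changed as the neurons matured. Of 14223 genes, 10500 passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5428 higher and 5072 lower in mature OSNs. This count has little meaning of its own, because the clusters were made from such genes, but the neurexins and the panel genes had been left out of the clustering. TMM scaling moved the log2 fold change of each gene by 0.30, from a median over all genes of -0.26 to one of 0.03. Nrxn2 and Nrxn3 were lower in mature OSNs in 4 of 4 libraries. The log2 fold change was -2.17 for Nrxn2 (SE 0.04, edgeR adjusted p 8.8e-08) and -3.79 for Nrxn3 (SE 0.34, edgeR adjusted p 7.7e-05), and both passed when adjusted over the list alone. Without scaling the change of Nrxn2 was -2.47. The alternative that moved Nrxn2 most was resolution 2, with -1.87. The 9 alternatives and the 4 fits that each left out 1 library kept the sign and the call of both genes.

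Of 47 panel genes tested in the same comparison, 42 passed the threshold, 18 higher and 24 lower in mature OSNs, and 42 passed when adjusted over the list alone. The largest increases were those of S100a5 (log2 fold change 5.70), Pcp4l1 (3.97), Nqo1 (3.00), Epha5 (2.89) and Kirrel2 (2.46). The largest decreases were those of Cbln1 (-4.20), Cntnap2 (-3.22), Ptprf (-2.87), Ptprd (-2.75) and Sema3a (-2.50). The sex by maturation interaction was past the threshold for 0 of 14223 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 669 at an unadjusted p under 0.05. The interaction had an edgeR adjusted p of 0.961 for Nrxn2 and 0.975 for Nrxn3. DESeq2 gave 28 genes for the interaction.

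The question closest to the title was whether mature OSNs of different receptors differed in their neurexins. There were 55 receptors with at least 10 assigned cells in each library, which gave 220 sums of 4886 cells. Of 9611 genes other than odorant receptors, 2929 (30.5%) differed between receptors by edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment, and 3586 had an unadjusted p under 0.05. Across its alternatives this count ran from 2487 to 3021. The lowest came with a stricter minimum of counts, which left 6212 genes to be tested. Nrxn2 did not pass the threshold (F 1.17, edgeR p 0.206, adjusted p 0.390 over all genes and 0.206 adjusted over the list alone), with an SD of 0.34 against 0.28 expected. Nrxn2 had a mean of 3.55 UMIs per sum, and recovery at that depth was not simulated separately. Nrxn3 had 4 UMIs in these cells and could not be tested.

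Of 37 panel genes tested between receptors, 35 passed the threshold of the F test and 36 passed when adjusted over the list alone. Their SD over receptors ran from 0.16 to 1.72 on the log2 scale. The largest F values of the panel were those of Pcp4l1 (128.8), S100a5 (83.3), Kirrel3 (67.9), Kirrel2 (55.9) and Calb2 (38.0). The 10 other genes with the lowest p were Cd55, H2bc21, Mslnl, Avp, Cidea, Ckb, Pcdh7, Olig1, Pde7b and Adam28, with SDs between 0.56 for Ckb and 1.79 for Cd55.

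**Figure D2:**
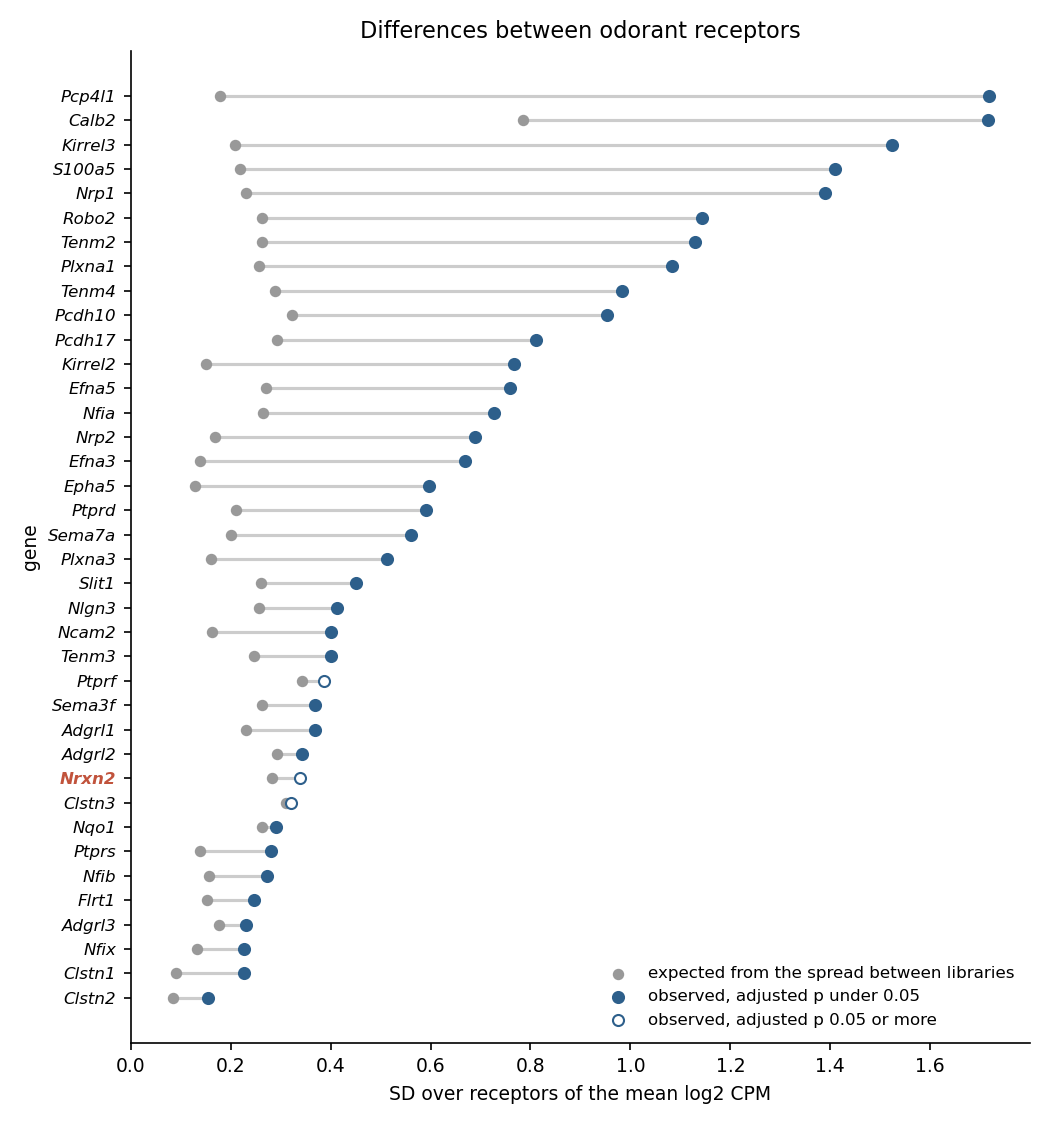
SD over 55 receptors of the mean TMM-scaled log2 CPM of Nrxn2 and tested panel genes (horizontal axis, linear), with the value expected from the spread between libraries in grey and filled blue points for genes with an edgeR adjusted p under 0.05. Nrxn2 had 0.34 against 0.28 expected, while Pcp4l1 reached 1.72.

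Whether the differences between receptors were shared by animals was asked by setting the summed females against the summed males across the 55 receptors. For Nrxn2, Pearson's r was 0.193 (permutation p 0.160) and Spearman's rho was 0.197 (permutation p 0.151), and without the 2 farthest receptors r was 0.135 (permutation p 0.336). These rested on 432 female and 349 male UMIs. With at least 5 cells per library r was 0.175 (permutation p 0.0359), and without the low-UMI clusters it was -0.115 (permutation p 0.487). Nrxn3 had 0 female UMIs and 4 male UMIs in these cells, and no correlation could be computed.

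**Figure D3:**
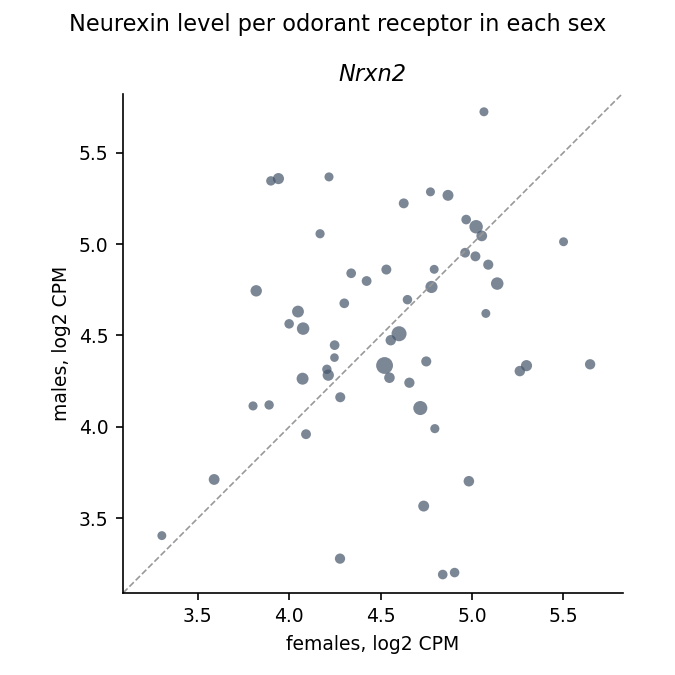
Level of Nrxn2 in each of 55 odorant receptors, as log2 CPM of the summed females (horizontal axis) and of the summed males (vertical axis), with point area rising with the number of cells and a dashed line of equal values. Pearson's r was 0.193.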

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

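The comparison with sustentacular cells in this part is the one that drew attention to the result, so it is not a separate test. Trace amine-associated receptors (Taar genes) are a second family of olfactory receptors that no comparison between groups used. At least 3 UMIs of a Taar gene were found in 120 of 18544 mature OSNs, and 13 of 15 Taar genes had such cells. The share was 0.645% ± 0.129 (SD, n = 4) of mature OSNs, with 23, 26, 34 and 37 cells in female 1, female 2, male 1 and male 2. It drew attention because it was a signal outside the main measurement that stood above the level of a cell class that should lack it. In that comparison, 0 of 5348 sustentacular cells had at least 3 Taar UMIs, which allows a share of up to 0.0561%. Their median depth was 13554.5 UMIs against 8426 in the Taar cells. Free RNA at the level of sustentacular cells therefore falls short of the share in mature OSNs. Doublets of a Taar neuron with an odorant receptor neuron would carry both kinds of receptor. Only 7.5% of the 120 cells also had at least 3 UMIs of an odorant receptor (95% exact interval 3.49% to 13.8%), against 93.6% of all mature OSNs. The summed Taar cells had 7.36 CPM of Nrxn2, and 9.17% of them were in the low-UMI cluster against 21.5% of mature OSNs. A second Taar gene with at least 3 UMIs was found in 0% of the 120 cells. A second Taar gene with fewer UMIs was not looked for, so smaller splits of UMIs within a cell are not excluded. Sharing of reads between Taar genes otherwise stays open, and no biological explanation was tested.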

How the results depend on the processing

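The values without the low-UMI clusters, alone or with no doublet removal, were chosen after seeing the data. Of 12 results that answer a comparison, 6 kept their direction and their side of the threshold under each alternative run for them. These were the maturation changes of Nrxn2 (from -2.33 to -1.87) and Nrxn3 (from -3.83 to -3.47), the maturation gene count (10079 to 10647), the receptor frequency test (0 in 10 alternatives, 15 at p under 0.05 in the reported fit), and the identity results of Nrxn2 (SD 0.32 to 0.37) and all genes (2487 to 3021). Over 123 results there were 1484 alternative values. Of those not given singly, 1418 kept direction and side of the threshold and 48 kept the direction but were no longer past it.

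With DESeq2 the sex comparisons gave 229 genes in mature OSNs, 56 in immature OSNs and 59 in sustentacular cells, which shared 4, 22 and 10 genes with the edgeR calls, and the interaction gave 28. With no gene filter, immature OSNs gave 35 genes and the interaction 3. Without doublet removal these were 38 and 1, and 16 of the 23 immature calls were shared. At resolution 2, immature OSNs gave 27 genes, of which only 8 were among those 23. In mature OSNs, resolution 2 gave 2 genes and the Omp gate 2. The sex difference of Nrxn2 was 0.00 (0.00447) at resolution 2 and 0.0390 without the low-UMI clusters, on the other side of 0. At resolution 2 the maturation change of Plxna1 was -0.0165, against 0.40 in the fit at resolution 1. The cause was not tested for any of these.

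With the replicate number as a block, the sex comparisons gave 0 genes in mature OSNs (1060 at p under 0.05), 47 in immature OSNs and 257 in sustentacular cells. The labels do not say that a number marks a shared batch, and there were only 2 pairs. The deviations of same-numbered libraries from their group means had r -0.0849 in mature OSNs, 0.147 in immature OSNs and 0.142 in sustentacular cells across genes, which are not independent replicates. Over the higher-expressed genes r was 0.121, 0.249 and 0.515. Split by replicate number, with both sexes on each side, immature OSNs gave 29 genes, against 23 when split by sex. A replicate effect therefore stays open in sustentacular cells and in immature OSNs.

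With at least 5 cells per library, r of Nrxn2 between the sexes was 0.175 (permutation p 0.0359). Without the low-UMI clusters it was -0.115 (permutation p 0.487). Fewer receptors remained there, and otherwise the cause was not tested.

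Across the 4 fits that each left out 1 library, r of Nrxn2 ran from 0.0251 to 0.228. The maturation count ran from 9688 to 9907, Nrxn2 from -2.19 to -2.16 and Nrxn3 from -4.09 to -3.62. The identity count ran from 2247 to 2366, with SDs of 0.36 to 0.41 for Nrxn2. The sex difference of Nrxn2 ran from -0.06 to 0.00 (0.00471, without male 1), as values with no test because 1 library of the sex left out remained.

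Gene counts of the sex comparisons without a library were not run for that reason. Leaving out the low-UMI clusters was not run for sustentacular cells, which had none. Nrxn2 fell below the minimum of 5 counts in the identity test, and Nrxn3 had too few UMIs for a value across receptors. The depth of Nrxn2 limits what its correlations can show.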

Other observations

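The tests of other splits of the maturation sums, of bulb tissue, of lasting changes of the called receptors and of the share of the stress-gene cluster, and the count of thinned panel genes at or below Nrxn2, were chosen only after the result was seen.

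The low-UMI cluster of mature OSNs was led by Hdac9, Ttll6 and Slc8a1, and its median mitochondrial share was 3.26% ± 0.339 (SD, n = 4) against 1.58% ± 0.123 (SD, n = 4) in the others. Across 8605 genes, which are not independent replicates, Spearman's rho of gene length with the log2 ratio of the cluster to the other cells was 0.634, and between 0.624 and 0.633 within each library. The median log2 ratio was 0.88 in the longest 25% of genes and -0.44 in the shortest 25%. Transcripts of long genes kept in nuclei or damaged cells may therefore explain part of these ratios, and a distinct state of these neurons stays open. No biological explanation was tested, since no group of the design separates these cells.

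The r of Nrxn2 between the sexes was 0.193 at 432 female and 349 male UMIs. When 31 panel genes were thinned to those UMIs, their median r was 0.494 (0.732 unthinned), and 9 of them had an r at or below that of Nrxn2. By the criterion set beforehand, the median alone would count against low depth as the cause. Since 9 of 31 genes also fell that low at this depth, low depth and a lack of a shared pattern cannot be told apart for Nrxn2.

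Permuted receptor labels and other splits of the sums were set against the 2 large gene counts. Of 35 splits of the 8 sums of immature and mature OSNs, 1 gave as many genes, the real one, and the highest count among the others was 0. A model could not be fitted for 3 of them. Among the 8 splits that part each library's pair of sums, 1 gave as many. The classes came from clustering on expression, and every other split left the difference between them within its sides. The low counts of the other splits were thus largely fixed beforehand, and no conclusion is drawn from them. For receptor identity, 1 of 40 sets of labels gave as many genes, the real one, with 304 of 1000 genes, and the 39 permuted sets gave between 1 and 5.

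Odorant receptors made up 18 of the 23 sex calls in immature OSNs. A tally of directions over all 18, planned beforehand, was dropped because some had few or 0 assigned mature OSNs. In 9 of the 9 with at least 20 such cells, the log2 change of the numbers of mature OSNs ran from -1.53 to 0.24. It fell short of the log2 change of receptor UMIs in immature OSNs by more than 2 SE. The measures are unlike, since sums of UMIs from few cells can change far more than numbers of cells. These receptors were picked by their calls in immature OSNs, which mostly rested on few cells, so their changes there may be inflated by selection. A shortfall in mature OSNs could then arise whether or not a sex difference in receptor choice lasts, and the comparison does not decide this. For the other 9, with fewer cells, a lasting difference cannot be told apart from one that does not last. Splitting the libraries by replicate number, with both sexes on each side, gave 23 called receptors, and the crosswise split gave 5. Few neurons per receptor may explain the calls, with a median of 46.5% of the UMIs of a receptor in 1 cell, but the other 2 splits differed and this cannot be told apart from an effect of sex in immature OSNs. Shared reads between receptors and a replicate effect also stay open.

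In sustentacular cells, free RNA from mature OSNs is argued against for Chil4, since mature OSNs of females had 2.46 CPM against 219 CPM in sustentacular cells of females. Respiratory secretory cells had 254 CPM in female 1 and 2324 CPM in female 2, against 261 and 176 CPM in sustentacular cells. The mean of 1289 CPM for respiratory secretory cells of females thus rested on female 2. Of the 42 sustentacular cells with at least 10 Chil4 UMIs, 37 came from females, 28 of them from female 1. Respiratory secretory cells among these 42 stay open. A cluster of sustentacular cells led by stress genes, Edn2 and Sprr1a among them, held 37.7% and 39.4% of these cells in females and 27.8% and 30.9% in males. The planned count over all 12 calls was dropped, since the 4 Y chromosome genes and their 3 X counterparts follow sex whatever the share. Of the 5 others, 3 stayed past the threshold without the cluster, and its share is argued against as the cause for these, Ddr1, Hspa1b and mt-Nd3. In all, 30 genes passed the edgeR threshold without the cluster, 10 of the 12 calls among them. For Cxcl1 the share is argued against as the sole cause, since the level within the cluster also differed, with 85.0 and 77.4 CPM in the females and 30.9 and 27.0 CPM in the males, a log2 change of -1.49. The log2 change of the share of UMIs in the cluster was -0.40, the most by which the share alone can lower a gene. Without the cluster the log2 fold change of Cxcl1 was -0.12 (edgeR adjusted p 0.972). For Chil4 the share is also argued against, since its log2 fold change of -3.74 (SE 0.41) went beyond that of the share of UMIs by more than 2 SE. Chil4 had -5.26 (SE 1.16, edgeR adjusted p 0.144) without the cluster. Whether sex or tissue handling changed the cluster or the level of Cxcl1 within it was not tested. CPM in this paragraph are without TMM scaling.

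At resolution 2, a cluster of 82 cells with a median depth of 1246.5 UMIs was led by Gad1, which had 12 UMIs there. It held 12 UMIs of Nrxn3 in 3 cells. Of its 82 cells, 66 lay in the low-UMI cluster of immature OSNs at resolution 1. Whether the 3 cells were among them was not examined, so they may hold part of the 63 Nrxn3 UMIs of immature OSNs. Without the low-UMI clusters the maturation change of Nrxn3 kept its sign and its call. Of 10 listed genes of olfactory bulb interneurons, 1 with at least 3 UMIs in the cluster, Gad2, was 10-fold or more above the other cells. Slc32a1 was also above that fold, but had 2 UMIs there. With so few UMIs, a few cells of bulb tissue and another source cannot be told apart.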
